A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Nitric oxide controls shoot meristem activity via regulation of DNA methylation" (2023).

How the data were processed

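The material was whole Arabidopsis thaliana seedlings, 7 days after germination, of the wild type Col-0 and of the ap1/cal double mutant, which lacks the flower meristem regulators AP1 and CAL. Seedlings were kept for 24 h with 1 mM sodium nitroprusside (SNP), a compound that releases nitric oxide (NO), or without it (Mock). Each of the 4 groups held 3 libraries, which makes 12 in all, and the group and replicate number of each library were taken from its label. Per the labels, RNA was selected for poly(A) tails and built into strand-specific libraries. According to the study's methods, reads of 75 bases were aligned with STAR to the TAIR10 assembly. That section describes shoot apices of ap1/cal inflorescences and does not name seedlings. For differential expression the authors name DEGseq in the methods and DESeq2 in their software statement. The tool that turned aligned reads into values per gene, and whether it used the strand, is not stated.

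The deposited values are a normalized signal per gene in 2 tables, one per genotype, each with 6 libraries. The tables are described as raw counts, but most values are not whole. In each library, every value up to 50 of genes with 1 annotated transcript was a whole multiple of one step, in 100% of cases at a tolerance of 0.001. Of the low values of genes with several transcripts, 10.7 to 13.5% were such multiples, and of all low values 66.8 to 70.2%. The values were therefore read as estimated counts divided by one size factor per library. The inverse of the step ranged from 0.521 to 2.30 over the libraries, and its geometric mean was 1.00 within each table, so each table was normalized on its own. Tests were made within a table, or as a difference of within-table changes, and levels set across genotypes carry that limit. Since most genes with several transcripts did not give whole reads, a count test was not run. The design, fixed before the data were examined, had assumed whole counts and a count model. That model was replaced by a test for normalized values, and the groups and thresholds were kept. The planned contrasts between genotypes within Mock and within SNP were dropped, and the other contrasts were kept. The planned TMM scaling and count filter gave way to the authors' scaling and a filter on values. List tests were run without the planned voom weights.

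The total of a library divided by its step gives the total of estimated reads. For replicates 1, 2 and 3 these totals, in units of 1e6, were 35.4, 27.3 and 34.0 in Col-0 Mock and 22.5, 45.4 and 31.8 in Col-0 SNP. In ap1/cal they were 36.8, 59.7 and 30.4 in Mock and 43.1, 27.0 and 23.7 in SNP. Since the reads carry no molecular identifiers that are known here, floors given in reads cover counting error alone. A group whose libraries all lay at or under 3 estimated reads was treated as lying at that floor, and a fold against it is given as a lower bound.

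Gene identifiers were matched to the NCBI annotation of TAIR10.1, and 21896 of them (99.3%) had a match. Since the authors aligned to TAIR10, no coordinates are given, and the annotation served for gene symbols, exon length, GC content, overlap between genes and sequence shared with other genes in windows of 75 bases. Length and GC content were known for 20487 of the tested genes (99.3%). Genes that overlap another gene on the opposite strand, or share windows with another gene, are reported as uncertain.

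Genes were tested that were present in both tables with a value of at least 10 in at least 3 libraries, which left 20623 genes of the 21623 in both tables. Values were transformed as log2(value + 1), and 4 group means were fitted to the 12 libraries with limma, using its empirical Bayes moderation with a mean-variance trend. The contrasts were SNP against Mock in Col-0, SNP against Mock in ap1/cal, and the difference of these responses, ap1/cal minus Col-0. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and a fold of at least 1.5, the fold used in the study. Fold changes on the log2(value + 1) scale understate the change of genes with low values. Genes in one table alone were tested in that table by the same steps. The script was tested on simulated data for 20623 genes, of which 200 were changed by known folds. The SNP contrast called 190 of these (95%) in the right direction and 0 unchanged genes, and the difference contrast called 174. The simulation changed Col-0 SNP alone, by equal numbers of rises and falls, with the same dispersion for all genes and known size factors. It therefore does not measure errors in data such as these, where most genes were called and the scaling matters.

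Lists of genes were written down in advance. They were the genes named in the study's accession list, the genes it describes as losing methylation, and lists for RNA-directed DNA methylation, type-A response regulators, iron deficiency, mitochondrial dysfunction, hypoxia, DNA damage and the G2/M phase of the cell cycle. The 4 ferritin genes were too few for a list test, which required 5 members. The 9 lists were tested in 3 contrasts with limma's camera at a preset inter-gene correlation of 0.01, adjusted over all 27 tests. Alternatives were fry and camera at an estimated correlation. Camera asks whether a list changes more than other genes, and fry whether its genes change at all. Genes named in the text followed a rule. AP1, CAL, AGO4, ARR7, WUS, CLV3, NIA1, NIA2 and NOA1 are given in full, and the rest of the study's genes as a summary. For each genotype the 5 largest rises and 5 largest falls are named among called genes with a mean of at least 10 CPM and no overlap of SNP and Mock libraries, which chance gives for 10% of genes with 3 against 3 libraries. For the difference, the 5 called genes with the smallest p in each direction are named, with a mean of at least 10 CPM. Members of other lists are named where a list is described.

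The labels give each group the same replicate numbers. In ap1/cal, the deviations of same-numbered Mock and SNP libraries from their group means correlated across genes at 0.122 for replicates 1 and 2 and 0.167 for replicate 3. These all exceed 0.1, so the numbers were taken to pair the ap1/cal libraries, and the pairing rests on these correlations alone. Libraries that cannot be such pairs also exceeded 0.1, as Col-0 Mock replicate 1 and ap1/cal Mock replicate 3 did at 0.281. The pairing is therefore an assumption. In Col-0 the same correlations were 0.0638, 0.0593 and -0.0548, so the numbers were not taken to pair those libraries.

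Alternatives were upper-quartile, TMM and library-size scaling, no filter or a value of at least 10 in every library, pseudocounts of 0.5 and 5, limma-voom, other thresholds, a replicate block, a separate fit per genotype, thinning to the smallest library, removal of the trend with exon length and GC content, and leaving out each library in turn. Changes between genotypes within Mock or within SNP, and the position of such genes relative to AP1 and CAL, were not tested because the tables were normalized separately. Work was done in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.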

Results

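Transcript levels were measured by RNA sequencing in Col-0 and ap1/cal seedlings treated with the NO donor SNP or left untreated, with 3 libraries in each of the 4 groups. The estimated reads per library ranged from 22.5 to 59.7 in units of 1e6. After the authors' normalization, the sum over genes was larger in SNP than in Mock libraries. In the same units it was 26.9 ± 1.07 in Col-0 Mock and 38.01 ± 1.07 in Col-0 SNP, and 27.4 ± 1.75 in ap1/cal Mock and 44.8 ± 0.723 in ap1/cal SNP (SD, n = 3 each). The 10 most abundant genes held 7.44 to 10.3% of the signal of a library. Replicates of a group correlated at 0.983 to 0.995 across genes on the log2 scale. Replicate pairs differed by more than counting noise, with a median chi-square per gene of 1.10 to 3.61 against 0.455 for counting noise alone, and 0 pairs of libraries held identical values.

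The mutated genes were examined first. AP1 was absent from both tables. CAL was listed for ap1/cal alone, at a normalized value of 4.06 ± 1.52 in Mock and 6.43 ± 2.31 in SNP (SD, n = 3 each), below the filter. At these levels in whole seedlings the genes carry no information on the genotype labels.

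To ask how far the NO response of ap1/cal resembles that of the wild type, SNP was first compared with Mock within each genotype. In Col-0, 11529 of 20623 genes (55.9%) were called, 5538 higher and 5991 lower with SNP. In ap1/cal, 12968 genes (62.9%) were called, 6155 higher and 6813 lower, which is 12.5% more than in Col-0. These counts depended most on the threshold. At an adjusted p below 0.05 and any fold, 15680 genes in Col-0 and 16655 in ap1/cal passed, and a test against a fold of 1.5 called 8381 and 10089. The split by direction depended on the scaling. With library-size scaling the median log2 fold change of all genes was -0.51 in Col-0 and -0.74 in ap1/cal, against -0.02 and -0.04 as deposited, and the higher share of calls fell from 48.0% to 25.3% in Col-0 and from 47.5% to 21.9% in ap1/cal. Directions given here are therefore relative to the authors' scaling.

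Of the genes called in Col-0, 10267 (89.1%) were called with the same sign in ap1/cal, and 21 genes were called with opposite signs. Independent calls would share 31.5%. In the reverse direction, 79.2% of the ap1/cal calls were shared. The shared part of the Col-0 calls moved most with library-size scaling, to 91.2%. Across all tested genes, which are not independent replicates, the log2 fold changes of the genotypes correlated at a Pearson's r of 0.938 and a Spearman's rho of 0.927. This r moved most without Col-0 Mock replicate 2, to 0.929. The slope of ap1/cal on Col-0 was 1.10, and the SD of the log2 fold changes was 1.55 in Col-0 and 1.81 in ap1/cal, a ratio of 1.17. A further 1241 genes were called in Col-0 alone and 2680 in ap1/cal alone. Of these, 84.4% and 90.4% moved in the same direction in the other genotype, and 24.9% of both sets together had a tested difference between genotypes.

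**Figure D1:**
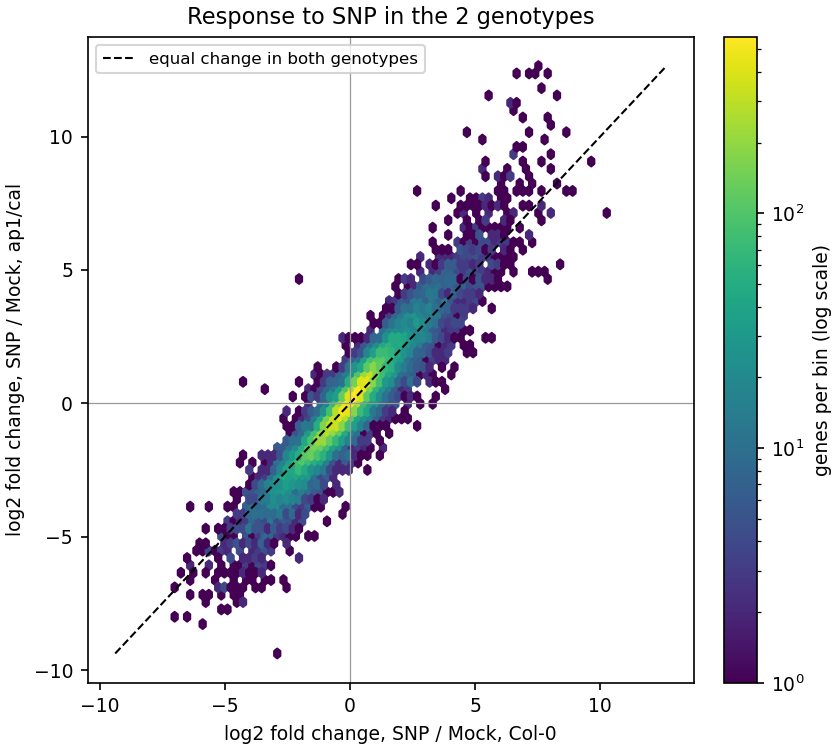
Log2 fold change, SNP against Mock, in Col-0 (x axis) and ap1/cal (y axis) for 20623 genes, with shading for the number of genes per hexagon and a line of equality. The genes lie along the line with a Pearson's r of 0.938, and the spread is wider in ap1/cal (SD 1.81) than in Col-0 (SD 1.55).

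The difference of the responses was then tested directly. It was called for 3006 genes (14.6%), 1568 with a more positive and 1438 with a more negative change in ap1/cal, and 7500 genes had an unadjusted p below 0.05. The split by direction depended on the scaling here too, with 1118 of 3229 genes more positive in ap1/cal with upper-quartile and 874 of 3676 with library-size scaling. This count depended more on the threshold than the others did, with 338 genes in a test against a fold of 1.5. Of the 3006 genes, 2030 changed in the same direction in both genotypes and more strongly in ap1/cal, of which 1221 rose and 809 fell. Another 459 changed in the same direction and less in ap1/cal. The other 517 had fold changes of opposite sign, and 21 of these were called in both genotypes.

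In Col-0 the largest rise was that of WRKY30 (AT5G24110), from 1.68 ± 0.171 to 3308 ± 385 (SD, n = 3 each). Its Mock libraries lay at or under 3 reads, and it was at least 1174-fold higher with SNP (limma, Benjamini-Hochberg adjusted p 4.2e-10). It was followed by AT5G56960, AT1G22810, AT1G07160 and AT5G05220, with log2 fold changes of 9.57, 8.88, 8.65 and 8.63. AT5G56960 overlaps a gene on its own strand and shared 0.536% of its windows with other genes, and AT1G22810 overlaps one on the opposite strand, so their reads are uncertain. The largest falls were those of AT5G62360, AT4G38860, AT4G38840, AT1G26250 and EXT10 (AT5G06640), with log2 fold changes of -6.42, -6.27, -6.04, -5.97 and -5.70. AT5G62360 fell from 2484 ± 403 to 27.8 ± 3.69 (adjusted p 7.2e-11). AT1G26250 and EXT10 have overlapping genes on the opposite strand. Some sizes rest on single libraries with low values. AT5G56960 rose by 10.18 without Mock replicate 1 and by 8.79 without Mock replicate 2, and AT5G05220 by 9.26 without Mock replicate 1.

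In ap1/cal the 5 largest rises were those of HSP17.6A (AT5G12030), ABCG40 (AT1G15520), HSP17.6II (AT5G12020), ATHSP22.0 (AT4G10250) and HSP23.6-MITO (AT4G25200), with log2 fold changes of 12.64, 12.45, 12.43, 12.37 and 12.27. HSP17.6A rose from 15.7 ± 2.44 to 106255 ± 11168 (SD, n = 3 each; limma, Benjamini-Hochberg adjusted p 1.3e-12). In Col-0 it rose by 7.47, from 314 ± 211 to 47797 ± 4721, with 547 in Mock replicate 1 and 135 and 259 in the others. The levels of the genotypes come from separately normalized tables. The largest falls included ATCG01000, listed at 0 in all SNP libraries, against 672 ± 125 in Mock, at least 117-fold lower. Its value is uncertain, since by general knowledge, not from the files, it is a partial copy of the chloroplast gene ATCG01130, whose far higher value changed by 0.12. BGLU34 (AT1G47600) and BGLU35 (AT1G51470) were at least 97.9-fold and 94.6-fold lower, but shared 19.9% and 18.9% of their windows with other genes. AT5G62360 fell by 8.08 and EXT6 (AT2G24980) by 7.84 on the log2 scale. EXT6 shared 1.72% of its windows with other genes, so its reads are uncertain too. It lay at 4.12, 1.69 and 70.6 in the SNP libraries and fell by 6.90 without SNP replicate 2 and by 9.27 without SNP replicate 3. ABCG40 rose by 11.57 without Mock replicate 3, and HSP23.6-MITO by 12.91 without Mock replicate 1 and by 11.54 without Mock replicate 2. The direction and the call of the genes named by size of change or by p held under every alternative in which the gene was tested.

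Among genes with a more positive response in ap1/cal, the smallest p-values were those of HSP18.2 (AT5G59720), CHIP (AT3G07370), AT3G07090, SKP2B (AT1G77000) and GA3 (AT5G25900). HSP18.2 rose by 5.40 in Col-0 and 9.13 in ap1/cal, a difference of 3.73 with an SE of 0.27 (limma, Benjamini-Hochberg adjusted p 6.4e-05). The differences of the other 4 genes were 1.19, 1.38, 1.78 and 1.27, with the same adjusted p, and AT3G07090 has an overlapping gene on the opposite strand. SKP2B rose by 0.52 in Col-0 and by 2.30 in ap1/cal. Among genes with a more negative response, they were BAT1 (AT4G31910), WRKY17 (AT2G24570), RLP31 (AT3G05370), AT1G67900 and RK2 (AT1G65800), with differences of -1.30, -1.10, -1.39, -1.03 and -2.02 and adjusted p-values of 7.0e-05, 7.0e-05, 7.1e-05, 8.4e-05 and 9.3e-05. WRKY17 rose by 0.81 in Col-0 and changed by -0.28 in ap1/cal, and RLP31 changed by 0.56 and -0.82. RK2 shared 12.9% of its windows with other genes and overlaps a gene on the opposite strand.

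The study linked NO to the nitrate reductases NIA1 and NIA2, to NOA1, to the methylation factor AGO4 and to the cytokinin response regulator ARR7. For AGO4 and ARR7 it used shoot apices, in situ hybridization, RT-qPCR and mutants. The values here come from whole seedlings, which the study describes as limiting for meristem transcripts, so they do not test that link in the meristem. NIA2 (AT1G37130) rose from 40769.9 ± 4042 to 82339 ± 3301 in Col-0, a log2 fold change of 1.02 with an SE of 0.12 (limma, Benjamini-Hochberg adjusted p 4.6e-06). In ap1/cal it rose from 42312 ± 6108 to 97204 ± 8608, by 1.21 (adjusted p 6.7e-07). With library-size scaling it stayed below a fold of 1.5, at 0.52 in Col-0 and 0.49 in ap1/cal. NIA1 (AT1G77760) changed from 17105 ± 2681 to 12390 ± 1518 in Col-0, by -0.46 (adjusted p 0.0191), and from 20547 ± 4435 to 14429 ± 2196 in ap1/cal, by -0.50 (adjusted p 0.0114). It was below the fold threshold in both genotypes, and above it with upper-quartile or library-size scaling. In ap1/cal it also passed without Mock replicate 2 (-0.59) or without SNP replicate 1 (-0.62). NOA1 (AT3G47450), which has an overlapping gene on the opposite strand, changed by -0.33 in Col-0 (adjusted p 0.0068) and by -0.61 in ap1/cal (adjusted p 5.8e-05). The call in ap1/cal was lost without Mock replicate 1 (-0.58) or without SNP replicate 2 (-0.54), and after removal of the length and GC trend. With library-size scaling the changes of NOA1 were -0.83 and -1.32, past a fold of 1.5 in both genotypes.

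AGO4 (AT2G27040) fell from 1174 ± 47.3 to 927 ± 117 in Col-0 and from 1214 ± 45.7 to 863 ± 43.7 in ap1/cal (SD, n = 3 each). The log2 fold changes were -0.35 (SE 0.09, limma, Benjamini-Hochberg adjusted p 0.0027) and -0.49 (adjusted p 1.6e-04), below a fold of 1.5 in both genotypes. With library-size scaling they passed it at -0.85 in Col-0 and -1.20 in ap1/cal. After removal of the trend with exon length and GC content they were 0.0019 in Col-0 and -0.08 in ap1/cal, neither past the threshold. ARR7 (AT1G19050) rose from 177 ± 13.7 to 250.2 ± 13.8 in Col-0, by 0.50 (SE 0.11, adjusted p 9.8e-04), below a fold of 1.5, and from 128 ± 9.08 to 233 ± 20.7 in ap1/cal, by 0.86 (adjusted p 6.7e-06). With library-size scaling the changes of ARR7 were -3.9e-04 and 0.15, and after removal of the trend 0.16 and 0.48, below a fold of 1.5 in both genotypes. The difference between genotypes was not past the threshold for any of the 5 genes, with values of -0.04 for NIA1, 0.19 for NIA2, -0.27 for NOA1, -0.14 for AGO4 and 0.36 for ARR7 and adjusted p-values of 0.920, 0.463, 0.168, 0.428 and 0.109. WUS was absent from both tables. CLV3 lay below the filter, at mean values of 2.46 and 2.08 in Col-0 Mock and SNP and 1.22 and 2.995 in ap1/cal, so no change was detectable at this depth.

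**Figure D2:**
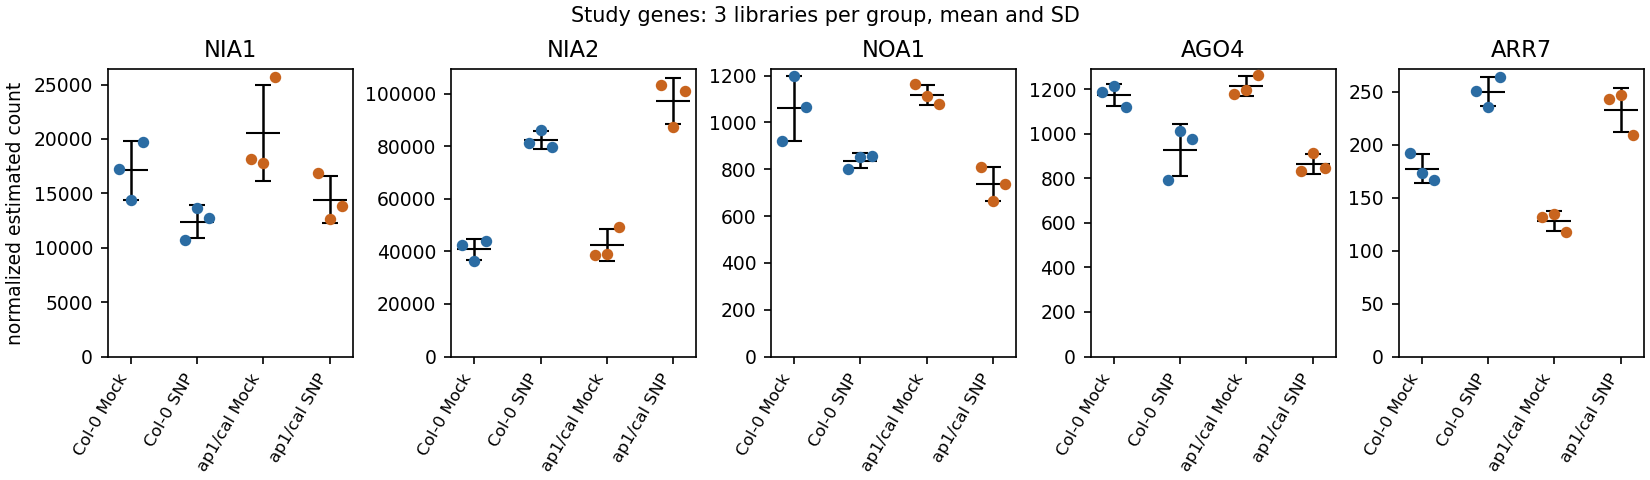
Normalized value per library (points) with mean and SD (bars) for NIA1, NIA2, NOA1, AGO4 and ARR7 in Col-0 and ap1/cal, Mock and SNP, 3 libraries per group. The genotypes come from separately normalized tables; within each, on the authors' scaling, the mean of NIA2 and ARR7 is higher and that of NIA1, NOA1 and AGO4 lower with SNP. With library-size scaling the change of ARR7 in Col-0 is -3.9e-04.

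Of the genes on the study's own lists, 19 could be tested. The study drew its demethylated genes from genes it describes as NO-induced, identified there and in earlier work. It does not state whether these seedling libraries served for that choice. Of the 19 genes, 3 were called higher and 5 lower in Col-0. There 16 had an adjusted p below 0.05 over all genes, and 16 did when adjusted over the list alone. In ap1/cal, 7 were called higher and 8 lower, and 18 passed by either adjustment. For the difference between genotypes 1 gene passed over all genes and 0 when adjusted over the list alone, with 3 at an unadjusted p below 0.05. That gene was BARD1 (AT1G04020), named after its values were seen. It changed by 0.09 in Col-0 (limma, Benjamini-Hochberg adjusted p 0.610) and by -0.65 in ap1/cal (adjusted p 0.00166). The difference was -0.74 (adjusted p 0.0283 over all genes and 0.0972 over the list). The change in ap1/cal ranged from -1.36 to -0.39 over its alternatives, the latter below a fold of 1.5. Without one library it ranged from -0.79 to -0.53, and the call was lost in 1 of 6 fits. The 23 calls in both genotypes together became 34 at any fold and 14 in a test against a fold of 1.5. Of the 9 demethylated genes, which the study describes as NO-induced, 1 was called higher and 4 lower in Col-0 seedlings. In ap1/cal seedlings 4 were called higher and 5 lower.

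Gene lists were compared with the other genes by camera. The mitochondrial dysfunction list, genes that rise when mitochondria are impaired, had a median log2 fold change of 5.21 in Col-0 and 6.14 in ap1/cal, with 9 of 9 genes called higher in each (camera in limma, Benjamini-Hochberg adjusted p 7.6e-05 in both). In ap1/cal 1 member lay at the floor in Mock, and the median was 6.14 with that gene at its bound. Its response was larger in ap1/cal by a median of 1.47 (adjusted p 0.0024). These 3 of the 27 tests passed. The count moved most with fry, which does not set a list against other genes and by which 15 passed, these 3 included. With an estimated correlation 0 passed, with a lowest adjusted p of 0.474 and 2 at an unadjusted p below 0.05. The 8 other differences between genotypes had adjusted p-values of 0.437 to 0.977 by camera. By fry the difference of the type-A response regulators passed as well, with a median of -0.37 (adjusted p 0.0134).

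The hypoxia list of 13 genes had medians of 1.57 and 1.69 in Col-0 and ap1/cal (camera in limma, adjusted p 0.0802 in both), with 9 genes called higher and 3 lower in each. It passed the threshold in both genotypes with upper-quartile and with library-size scaling. The iron deficiency list had medians of -0.88 and -0.80 (0.160 and 0.352). Without ap1/cal Mock replicate 2 its median in ap1/cal was -0.48. The 4 ferritins were called higher in both genotypes, by 1.11 to 1.93 in Col-0 and by 0.89 to 2.62 in ap1/cal. The type-A response regulators had medians of -0.41 and -0.98 (0.160 and 0.0887), with 3 and 6 of 9 genes called lower. The RNA-directed DNA methylation list of 19 genes had medians of -0.45 and -0.49 (0.153 and 0.160), which became 0.0019 and -0.12 after removal of the length and GC trend. The DNA damage list had medians of 0.71 and 0.45 (0.160 and 0.458), and -0.26 in ap1/cal with library-size scaling. The G2/M list had medians of 0.18 and 0.06, the study's accession list -0.13 and -0.04 and its list of demethylated genes 0.09 and -0.65. All had an adjusted p of 0.977 by camera. By fry the accession list was tested as higher and passed in both genotypes (adjusted p 0.0190 and 0.0195).

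**Figure D3:**
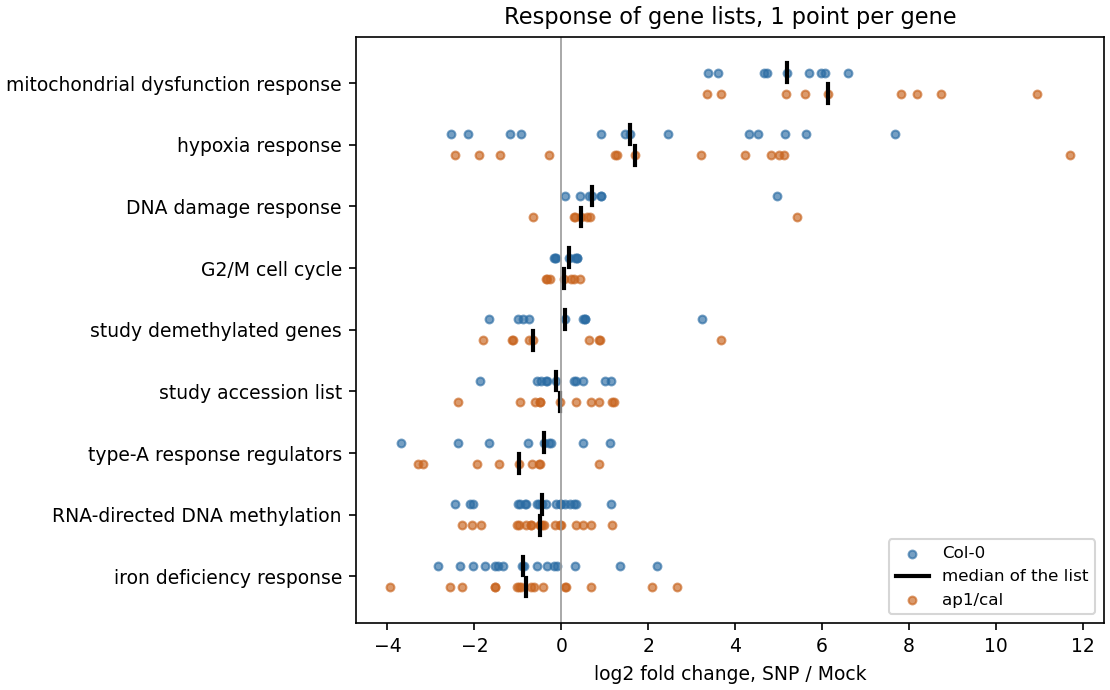
Log2 fold change, SNP against Mock, of the members (points) and the median (bar) of 9 gene lists in Col-0 and ap1/cal, on the authors' scaling. The 9 mitochondrial dysfunction genes lie above 0 in both genotypes (medians 5.21 and 6.14), while the other lists have members on both sides of 0 in at least 1 genotype.

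The response varied with gene length. Across the 20487 genes with a known length, log2 fold change and exon length had a Spearman's rho of -0.211 in Col-0 and -0.204 in ap1/cal. The median log2 fold change fell from 0.40 in the shortest to -0.43 in the longest decile in Col-0, and from 0.44 to -0.49 in ap1/cal. The relation with GC content was weaker, with a Pearson's r of -0.04 and -0.03.

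**Figure D4:**
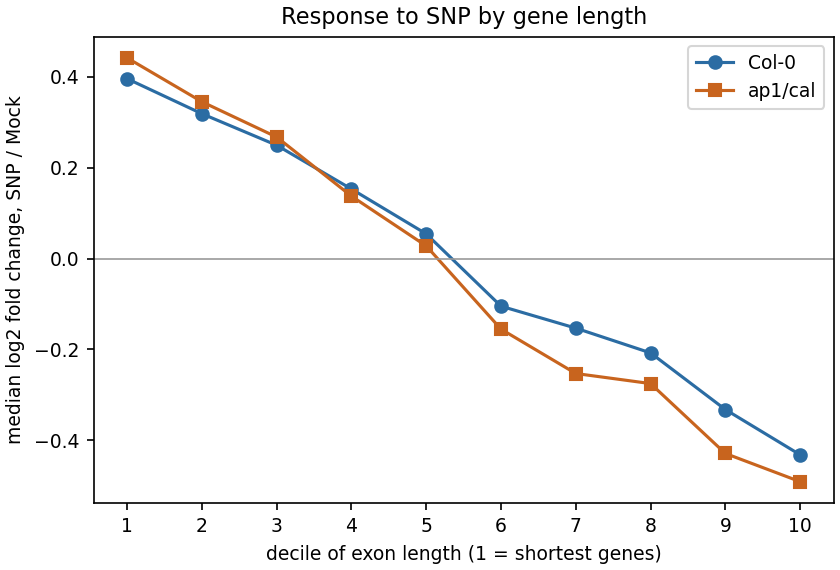
Median log2 fold change, SNP against Mock, in 10 deciles of exon length for Col-0 and ap1/cal. The median falls from 0.40 to -0.43 in Col-0 and from 0.44 to -0.49 in ap1/cal from the shortest to the longest decile.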

Values the study reported

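The study reported 10,993 genes with changed expression after SNP treatment in wild-type seedlings and 12,401 in ap1/cal seedlings. The study reported that 88% of the wild-type genes also changed in ap1/cal.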

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

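Of the tests in this part, those on linked haplotypes, on an overall scale factor, on Col-0 Mock replicate 1 and on splits with mean effects taken out were chosen only after the result was seen.

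The response to SNP differed between the genotypes by a direct test for 3006 genes. Splits of the libraries were compared with the median of each library set to 0, where the real split gave 3028 genes. Of 100 splits drawn from the 200 possible ones, 3 gave as many genes, the real one included. The 14 drawn splits that kept the SNP libraries grouped by genotype while mixing the Mock libraries gave 2118 to 3862 genes, and the 10 that mixed the SNP libraries alone and the 75 that mixed both gave at most 1. The number of calls thus followed the grouping of the SNP libraries. The levels in these also hold differences between the genotypes and between the separately normalized tables, so these splits do not isolate the difference of the responses. With the mean effects of genotype and of treatment first taken out of each gene, only the real split, 1 of the same 100, gave as many as 3028, and the next gave 1076, which argues against a difference by chance. Depth does not account for the larger number of calls in ap1/cal, which was 12.8% above that of Col-0 after all libraries were thinned to the smallest. Genes linked to AP1 and CAL could carry alleles of another parent, but genes with a different response were hardly more frequent near these loci, with an odds ratio of 1.08 (15.5% against 14.6%, two-sided Fisher's exact p 0.292), and 1885 of 10000 random shifts along the genome gave as many. A response that is larger in ap1/cal by one factor for all genes leaves 2091 genes different after that factor is divided out, 1660 of them among the 3006, so it is not the whole cause. Stress genes such as HSP17.6A were higher in Col-0 Mock replicate 1 than in the other Mock libraries of Col-0. Without that library the ratio of the SDs of the responses was 1.15, against 1.17 with it, and 2662 genes differed. A mixture of treated material into that library alone therefore explains little of it. HSP17.6A also lay at 135 and 259 in Col-0 Mock replicates 2 and 3, against 13.5 to 18.3 in ap1/cal Mock, in separately normalized tables. Leaving out replicate 1 does not test whether a higher level of stress genes across Col-0 Mock makes the responses of ap1/cal larger. A difference between the genotypes in how strongly or how fast seedlings respond stays open as a hypothesis. So do growing or treatment conditions that differed between the genotypes, which the design cannot separate from genotype.

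The 10 named genes with the smallest p-values for the difference followed the same test. HSP18.2, CHIP, AT3G07090, SKP2B and GA3 responded more positively in ap1/cal, by 3.73, 1.19, 1.38, 1.78 and 1.27 on the log2 scale. BAT1, WRKY17, RLP31, AT1G67900 and RK2 responded more negatively, by -1.30, -1.10, -1.39, -1.03 and -2.02. Reads of AT3G07090 and RK2 are uncertain for the overlaps and shared windows given above. No explanation was tested for single genes. That 1660 genes remained different once the overall factor was removed was not examined gene by gene.

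BARD1 had a difference of -0.74, the only one on the study's lists past the threshold over all genes. It lost the call in 6 of the 12 fits that each left out one library, with values of -0.63 without Col-0 Mock replicate 1, -0.62 without Col-0 SNP replicate 2, -0.71 and -0.70 without ap1/cal Mock replicates 1 and 2, and -0.62 and -0.73 without ap1/cal SNP replicates 2 and 3. It also missed the threshold when adjusted over the list alone. No biological explanation was tested.

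The mitochondrial dysfunction list responded more strongly in ap1/cal, with a median difference of 1.47. It stayed past the threshold under all 3 other scalings and under fry, and not with an estimated correlation. The same overall factor may carry part of it, since the SD ratio was 1.15 even without Col-0 Mock replicate 1, but the list was not tested after that factor was removed.

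Genes present in one table alone lay outside the comparison of genotypes. Of 6 such genes past the filter in the Col-0 table, 3 were called higher with SNP, namely ERF14, SULTR1;3 and AT4G22030, and PDF1.3, PDF1.2b and PDF1.2 were called lower. All 7 such genes in the ap1/cal table were called higher. AT4G22030 was listed at 92.4, 59.0 and 72.3 in the SNP libraries and at or below 0.940 in Mock, and AT4G38030 in ap1/cal at 20.5, 59.6 and 40.3 against 0 in each Mock library. These genes were named after their values were seen. The smallest sum of estimated reads of a gene over the 6 libraries was 10.5 in the Col-0 table and 7.76 in the ap1/cal table. A minimum on that sum is a technical reason why a gene can be missing from one table, but it would itself require a low level there. AT1G64795 was listed in the ap1/cal table alone at 84.2, 79.4 and 91.6 in Mock and at 289, 273 and 301 in SNP, and SULTR1;3 in the Col-0 table alone at 20.4 to 43.6 in Mock and 48.9 to 67.1 in SNP. For these genes and for AT4G22030 such a minimum would require a far lower level in the other genotype. Why genes are missing from one table was not tested.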

How the results depend on the processing

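Pseudocounts of 0.5 and 5 and removal of the length and GC trend were chosen after seeing the data. So was the replicate block within each genotype, alone and with that removal. TMM scaling was planned for the main count model and became an alternative after the data were seen. The other alternatives were planned. A Wald test on counts was not run because the values are not whole counts. The median-of-ratios size factors planned as an alternative are the authors' own scaling. Alternatives for the contrasts between genotypes, and for their position near AP1 and CAL, were not run because those contrasts were not tested.

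The numbers of called genes stayed within 1.5 times the main ones under every alternative in Col-0 (8381 to 15680) and ap1/cal (10089 to 16655). Across the 12 fits that each left out one library they ranged from 11286 to 11588 in Col-0 and from 12736 to 12975 in ap1/cal. The number of genes with a different response ranged from 2381 to 3408 in these fits and from 2734 to 3676 under the other alternatives, except for the threshold. It was 4817 at any fold and 338 in the test against a fold of 1.5, compared with 3006, because these thresholds are wider and stricter by construction. All 338 were among the 3006.

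The shared part of the Col-0 calls, 89.1%, was 91.2% with library-size scaling, 89.8% at any fold, 89.7% in the test against a fold of 1.5, and 88.4% with the replicate block within each genotype and the length and GC trend removed. It ranged from 87.7% to 90.0% over the fits without one library. The correlation of the responses, 0.938, was 0.944 over genes called in either genotype, 0.931 without the filter, 0.942 with a pseudocount of 5, and 0.929 to 0.941 without one library. The cause was not tested, except that the filter and the pseudocount act on genes with low values.

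Scaling changed the split by direction most. The median of all genes moved from -0.02 to -0.25 with upper-quartile scaling and to -0.51 with library-size scaling in Col-0, and from -0.04 to -0.39 and -0.74 in ap1/cal. Of the calls, 35.9% and 25.3% were higher in Col-0, against 48.0%, and 32.8% and 21.9% in ap1/cal, against 47.5%. Of the genes with a different response, 1118 of 3229 and 874 of 3676 were more positive in ap1/cal, against 1568 of 3006. Library-size scaling kept 9201 of the 11529 calls in Col-0 and 9935 of the 12968 in ap1/cal. The normalized totals are larger with SNP, so by construction scaling to equal totals lowers every SNP value. TMM scaling gave 11501, 12951 and 3002 genes. Values thinned to the smallest library gave 11439, 12900 and 2802, which is where depth limits the result.

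The replicate block gave 11522 genes in Col-0, 12959 in ap1/cal and 3029 for the difference, with 89.0% shared. With the replicate block within each genotype, which follows the pairing assumed in ap1/cal, the counts were 11571, 12992 and 3148. Neither block changed a call or a direction of a named gene, a gene of the study given in full or a gene list. With the block and the length and GC trend removed together, the changes of single genes and lists were those of the trend removal alone.

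Of 27 list tests 3 passed in the main setting and in each fit without one library. With upper-quartile and with library-size scaling 5 passed, the hypoxia list in both genotypes being added, with fry 15, and with an estimated correlation 0. Of the 23 calls on the study's lists, 14 were left in the test against a fold of 1.5, and 20 to 26 without one library.

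Among 1167 alternatives of single genes, 14 reversed, 16 passed the threshold newly and 22 no longer did. The difference between genotypes of NIA1, -0.04, became 0.031 with the length and GC trend removed, with or without the block, and ranged from -0.16 to 0.13 without one library. It was 0.08 without Col-0 Mock replicate 2, 0.04 without Col-0 SNP replicate 2, 0.13 without ap1/cal Mock replicate 3 and 0.05 without ap1/cal SNP replicate 2. That of NIA2, 0.19, became -0.024 with library-size scaling. In Col-0, AGO4 changed by 0.0019 with the trend removed, with or without the block, and ARR7 by -3.9e-04 with library-size scaling. BARD1 in Col-0, 0.09, became -0.14 with upper-quartile and -0.41 with library-size scaling and ranged from -0.036 to 0.19 without one library, with -0.022 without Mock replicate 1 and -0.036 without SNP replicate 2. The scaling reversals follow from the shift of the medians given above. For the others the cause was not tested.

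Among 520 alternatives of lists, 24 reversed the tested direction, 14 passed the threshold newly and 3 no longer did. All reversals were in the study's lists or the G2/M list, none of which was past the threshold by camera. The study's accession list had a median of 0.086 in Col-0 and 0.15 in ap1/cal with a value of at least 10 in every library, and 0.069 and 0.19 with the trend removed, with or without the block. By fry it was tested as higher and past the threshold in Col-0 (median -0.13, adjusted p 0.0190) and in ap1/cal (-0.037, 0.0195). Over the fits without one library its median ranged from -0.19 to -0.053 in Col-0 and from -0.12 to 0.0077 in ap1/cal. The tested direction turned in Col-0 without Col-0 SNP replicate 1 (-0.16), Col-0 SNP replicate 3 (-0.053) or ap1/cal SNP replicate 2 (-0.13), and in ap1/cal without ap1/cal Mock replicate 3 (0.0077), SNP replicate 2 (-5.9e-04) or SNP replicate 3 (0.0074). The list of demethylated genes was tested as higher by fry, with medians of 0.091 in Col-0 and -0.65 in ap1/cal, and with library-size scaling in ap1/cal (-1.36). The G2/M list in Col-0 had a median of -0.054 with upper-quartile scaling, -0.32 with library-size scaling and -0.026 with the trend removed, with or without the block. In ap1/cal it ranged from -0.0098 to 0.10 without one library and turned without Col-0 SNP replicate 2 (0.063), ap1/cal Mock replicate 2 (0.075) or ap1/cal SNP replicate 3 (-0.0098). The cause was not tested.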

Other observations

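Of the tests in this part, those on gene length, on AGO4, ARR7 and the RNA-directed DNA methylation list, on organelle transcripts and on ATCG01000 were chosen only after the result was seen. The tests on splits of the libraries and on the iron, hypoxia, mitochondrial and DNA damage lists were written in advance.

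Among the 10 ways to split the 6 libraries of a genotype into groups of 3, only the real one, 1 of 10, gave as many genes in Col-0, and likewise 1 of 10 in ap1/cal. The other 9 splits gave 0 genes in each genotype, with 111 to 387 at an unadjusted p below 0.05 in Col-0 and 76 to 461 in ap1/cal. With 10 splits the share cannot be below 0.1, so the count of splits alone does not exclude a chance result. The libraries of the genotypes are separate, however, and 89.1% of the Col-0 calls were repeated in ap1/cal with the same sign, against 31.5% for independent calls, which argues against it. In ap1/cal, where replicate numbers were taken to pair the libraries, none of the 3 other splits that part all pairs gave as many.

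SNP releases NO and also contains iron and cyanide, and no treatment here separates these. The ferritins rose and the iron deficiency list fell, with a median of -0.88 in Col-0. Of its 16 genes, 9 were called lower and 2 higher in Col-0, and 8 and 3 in ap1/cal. Iron released from the compound could give the falls and the rise of the ferritins. The called rises in Col-0, of BTS (1.36) and PYE (2.20), go the other way. The list was not past the threshold by camera, and without an iron control NO and iron cannot be told apart. The mitochondrial dysfunction list rose with a median of 5.21 in Col-0, as respiratory inhibition would give, which may come from NO or from cyanide. The hypoxia list had a median of 1.57 in Col-0, with 9 of 13 genes called higher and 3 lower. A fall was written down in advance for the case that NO promotes turnover of the activators of these genes. The median did not fall, but the list was not past the threshold by camera, and such turnover cannot be told apart from its absence. The DNA damage list had a median of 0.71 in Col-0, but neither it nor the G2/M list was past the threshold by camera. By fry the DNA damage list passed as higher in Col-0 (adjusted p 9.2e-06), and the G2/M list did not pass (0.432). The hypoxia list passed by fry as higher (3.6e-07) and the iron deficiency list as lower (0.012) in Col-0. Fry asks only whether the genes of a list change, and 11529 of 20623 genes were called in Col-0. A pass by fry alone therefore does not set a list apart from other genes. DNA damage cannot be told apart from no damage by these lists.

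Short genes rose and long genes fell with SNP. For each library, the log2 value of a gene was taken as its deviation from the mean of the gene over the 6 libraries of the genotype, and its slope on log10 exon length was fitted. This centring makes the Mock and SNP slopes mirror each other in sign, so only their separation counts. The slope lay between 0.38 and 0.82 in Col-0 Mock and between -0.64 and -0.49 in Col-0 SNP. In ap1/cal it lay between 0.61 and 0.68 in Mock and between -0.74 and -0.56 in SNP. The exact permutation p for the separation of Mock and SNP was 0.005, the smallest that the 400 arrangements can give, which argues against variation between single libraries. RNA or library quality that differed with the treatment, for example more degraded RNA in treated seedlings, could give the same pattern. The SNP minus Mock slope was -1.17 in Col-0 and -1.31 in ap1/cal, and a quality difference cannot be told apart from a response of the plants, because every treated library is on one side.

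The length trend is a candidate explanation for several results here that involve long or short genes. It was measured in these sequencing values and not in the study's in situ hybridization or RT-qPCR of AGO4 and ARR7. The RNA-directed DNA methylation list has a median exon length of 3255 bases. Among 10000 random lists matched on expression alone its median lay at percentile 11.3 in Col-0 and 18.3 in ap1/cal. With length matched as well it lay at percentile 46.6 and 69.6, so its fall is about that of other long genes. AGO4 has exons of 3255 bases. With the trend removed it changed by 0.0019 in Col-0 and by -0.085 in ap1/cal, neither past the threshold. ARR7, of 943 bases, changed by 0.16 in Col-0, not past the threshold, and by 0.48 in ap1/cal, below a fold of 1.5 but with a limma adjusted p of 0.0010 (range over its alternatives 4.8e-06 to 0.290), so the trend is not the whole cause of its rise in ap1/cal. A comparison with genes of similar length and expression took away less. The median of 324 such genes was -0.20 in Col-0 and -0.21 in ap1/cal for AGO4, which left -0.14 and -0.29 of its change, at percentile 44.4 and 37.0 among them. For ARR7 the median of 237 such genes was 0.16 and 0.18, which left 0.34 and 0.68, at percentile 64.6 and 76.8. How much of these changes the trend covers therefore depends on how it is estimated. Whether the trend is technical or biological is not settled, and its removal would also take away a real change of long genes.

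Transcripts of the mitochondrial genome rose. Of 55 tested, 51 were higher with SNP in Col-0 and 55 in ap1/cal, with medians of 1.5 and 2.10. Their share of the signal rose from 0.0123 to 0.0250% in Col-0 Mock to 0.0312 to 0.0383% in Col-0 SNP. By general knowledge, not from the files, many of these genes have a near-identical copy on nuclear chromosome 2, so their reads are uncertain. Carry-over of RNA without poly(A) tails could raise organelle transcripts of both kinds. In Col-0 the chloroplast-encoded genes had a median of -0.36, which argues against it there. In ap1/cal they had a median of 0.80 on the authors' scaling, while their share of the signal was 1.54 to 3.45% in Mock and 1.43 to 2.65% in SNP and so did not rise beyond its spread. The median and the share differ in scaling and so do not conflict. With library-size scaling the median of all genes in ap1/cal moved from -0.04 to -0.74, so the rise of 0.80 depends on the scaling. The share does not depend on it, but its ranges in Mock and SNP overlap widely. Carry-over therefore cannot be told apart from a rise of the transcripts there. The difference between the genotypes in chloroplast transcripts was not tested as a list.

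ATCG01000 was listed at 807, 645 and 562 in ap1/cal Mock, at 476 in Col-0 Mock replicate 2, and at 0 in the other 8 libraries. ATCG01130 lay between 17634 and 23554 in all libraries and changed by 0.12 in ap1/cal. Reads shared between the genes, with all of them assigned to one in some libraries, are a candidate explanation for the jump between 0 and a high value. No biological explanation was tested.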
